A study of Danio rerio with 43 samples.

How the data were processed

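RNA from pools of whole zebrafish embryos was sequenced as 3′ end libraries (QuantSeq kit, single-end reads), per the labels' protocols. The labels also state that clutches were inspected for synchrony, that abnormal or unfertilised embryos were taken out, and that batches of embryos were frozen before RNA extraction. The deposited table holds raw read counts per gene for all 43 libraries, in whole numbers and without normalization, as its values show. The aligner, genome build, annotation, use of strand and handling of molecular identifiers are stated neither in the labels nor in the table. Reads are therefore not known to be independent molecules, and intervals and count floors cover counting error only. Because the use of strand is unknown, overlapping and antisense genes could share reads, as could near-identical copies.

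The table lists 31877 gene entries, of which 24372 had any count. A symbol was matched to 28877 Ensembl identifiers. The 6086 entries that share a symbol with another entry are named by identifier and reported as uncertain. Entries without a symbol held at most 1.82% of the counts of a library, and every entry names a gene, so none was left out of the library totals. A RefSeq gene table of assembly GRCz12tu was used only to decide which genes lie on the chromosome of rif1, which placed 21041 entries; its coordinates are not reported because the build behind the counts is not known. Libraries were grouped by the genotype and stage in the labels into 12 groups. Every column of the table was used. The library numbers in the labels have gaps; libraries under the missing numbers were not analysed here, and whether a selection affected the spread between replicates or the number of calls is not known. Totals ranged from 5211421 to 14143931 counts. Replicate libraries were compared by a chi-square over genes with at least 20 counts in the pair, and none proved to be a repeat of another.

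Tests were run in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, with DESeq2 1.42.0 as an alternative. For each stage, the mutant and wild-type libraries of that stage alone were fitted with edgeR's quasi-likelihood method (robust fit), TMM scaling and the filterByExpr filter on low counts. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05, and the number that also reached 1 log2 unit was recorded. Neighbouring wild-type stages were compared in the same way, and the change of the genotype effect between neighbouring stages was tested as an interaction in a fit of the 4 groups concerned. Standard errors are the log2 fold change divided by the root of the F statistic. CPM values of single genes are TMM-scaled within the stage or transition. Where all libraries of a group held 3 or fewer counts of a gene, the fold was computed against that floor and is given as a lower bound.

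Sets of rising and falling genes came from the wild-type libraries of the flanking stages (adjusted p under 0.05 and a change of at least 2 log2 units) and were tested with limma's camera on voom values with a preset correlation of 0.01, with fry and an estimated correlation beside it. The developmental index is the slope through 0 of a library's log2 CPM, relative to the wild-type mean of the preceding stage, on the change to the following stage, over genes that change by at least 1 log2 unit between these, with a prior count of 2. It was compared by two-sided exact permutation tests, in which the one-sided share of regroupings is doubled. Shared calls between stages were set against 10000 random draws. The share of repeated calls on the chromosome of rif1 was tested with Fisher's exact test, with 95% confidence limits. A further comparison within 5 Mb of rif1 was void, since only 75.8% of the repeated genes had a position there, under the 80% required. The lists of 18 p53-related, 36 replication and 50 early zygotic genes were written from general knowledge.

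Genes named in the text were chosen by a rule. For each genotype comparison these are the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05, a change of at least 1 log2 unit, a mean of at least 5 CPM in the higher group, no overlap between the libraries of the genotypes, and a symbol that is not a clone or predicted name. The same criteria gave 2 rises and 2 falls per wild-type transition. Further named are rif1, the 5 genes called in one direction at the most stages, the 2 smallest p-values of each interaction, and at most 5 called genes per list. The groups, tests, lists, alternatives and this rule were fixed before the data were examined.

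The alternatives were DESeq2-style size factors (RLE), library totals without scaling factors, the DESeq2 Wald test, no filter on low counts, at least 10 counts in every library, one fit of all 12 groups, the replicate number as a block, and each library left out in turn. Sets were also defined at 1 log2 unit, and the index was recomputed with a prior count of 0.5 and with a minimum change of 2 log2 units. For results from models across genes, other splits of the libraries into groups of the same sizes were fitted. All splits were used for comparisons of 2 groups, and 60 regroupings within stages were drawn for each interaction, a number set by computing time after a run with more draws had been seen.

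The scripts were tested on simulated counts drawn from the real means and library sizes. With 200 genes changed 4-fold, 82.5% were recovered at dome among 11009 genes, with 5.17% false calls, and 78% at 256-cell among 10726 genes, with 4.88% false. Without changed genes 0 were called at either stage. The interaction test recovered 66% among 12330 genes, with 4.35% false. Simulated indices of 0.5 and 0.6 were estimated at 0.504 and 0.597 from 9725 genes. Of 20 random sets of 1500 among 11634 genes, 0 gave a camera p under 0.05 without a change, and 20 did after a shift of 0.3 log2 units.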

Results

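The libraries profiled polyadenylated RNA from pools of whole zebrafish embryos by 3′ end sequencing (QuantSeq), in which most reads of a transcript come from its last exon. Wild-type embryos of the Tab5 strain were compared with homozygous rif1 mutants (allele omf201) at 6 stages, which were the 1-cell and 256-cell stages, the late blastula (dome), the gastrula (shield), the end of gastrulation (bud) and 24 hours after fertilisation (24 hpf). The 43 libraries comprised 22 from wild-type and 21 from mutant embryos. There were 4 wild-type and 3 mutant libraries at the 1-cell stage and at dome, 3 of each at 256-cell, 3 and 4 at shield, and 4 of each at bud and at 24 hpf. Total counts per library ranged from 5211421 to 14143931, with a median of 7606729. The shallowest group was the mutant dome group (5211421 to 6826224 counts) and the deepest the wild-type 1-cell group (8791939 to 14143931 counts). The 10 most abundant genes of a library took from 3.56% of the counts, at 256-cell, to 11.6%, at bud. All 57 pairs of replicate libraries differed by more than sampling noise, with a chi-square per gene of at least 7.60, so each library was counted as a separate replicate.

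The targeted gene was examined first, in every library. rif1 (ENSDARG00000062650) had 587 to 2305 counts in each wild-type library and 15 to 139 counts in each mutant library. In wild type its level was 97.0 ± 22.05 CPM (counts relative to the library total, scaled within each stage; SD, n = 4) at the 1-cell stage, 272 ± 23.8 (n = 3) at 256-cell, 312 ± 35.2 (n = 4) at dome, 120 ± 19.8 (n = 3) at shield, 89.2 ± 8.88 (n = 4) at bud and 64.9 ± 4.59 (n = 4) at 24 hpf. Changes between wild-type stages were tested in fits that scale both stages together. By edgeR's quasi-likelihood test, rif1 rose by 1.37 log2 units (adjusted p 1.41e-06) from 1-cell to 256-cell and by 0.41 (adjusted p 0.00771) from 256-cell to dome, and fell by 0.89 (adjusted p 2.44e-05) from dome to shield. The changes of -0.33 (adjusted p 0.0507) from shield to bud and -0.24 (adjusted p 0.0802) from bud to 24 hpf did not pass the threshold. The mutant levels at the same stages were 5.21 ± 0.708 (n = 3), 3.56 ± 1.70 (n = 3), 13.9 ± 3.25 (n = 3), 17.5 ± 1.80 (n = 4), 10.1 ± 1.47 (n = 4) and 8.12 ± 2.08 (n = 4) CPM. The mutant level was thus between 1.31% of wild type, at 256-cell, and 14.5%, at shield. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change from wild type to mutant was -4.22 (SE 0.26, adjusted p 3.27e-07) at the 1-cell stage, -6.26 (SE 0.21, adjusted p 6.17e-16) at 256-cell and -4.48 (SE 0.17, adjusted p 6.18e-17) at dome. It was -2.78 (SE 0.18, adjusted p 3.78e-10) at shield, -3.15 (SE 0.18, adjusted p 2.04e-10) at bud and -2.99 (SE 0.17, adjusted p 3.14e-15) at 24 hpf.

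**Figure D1:**
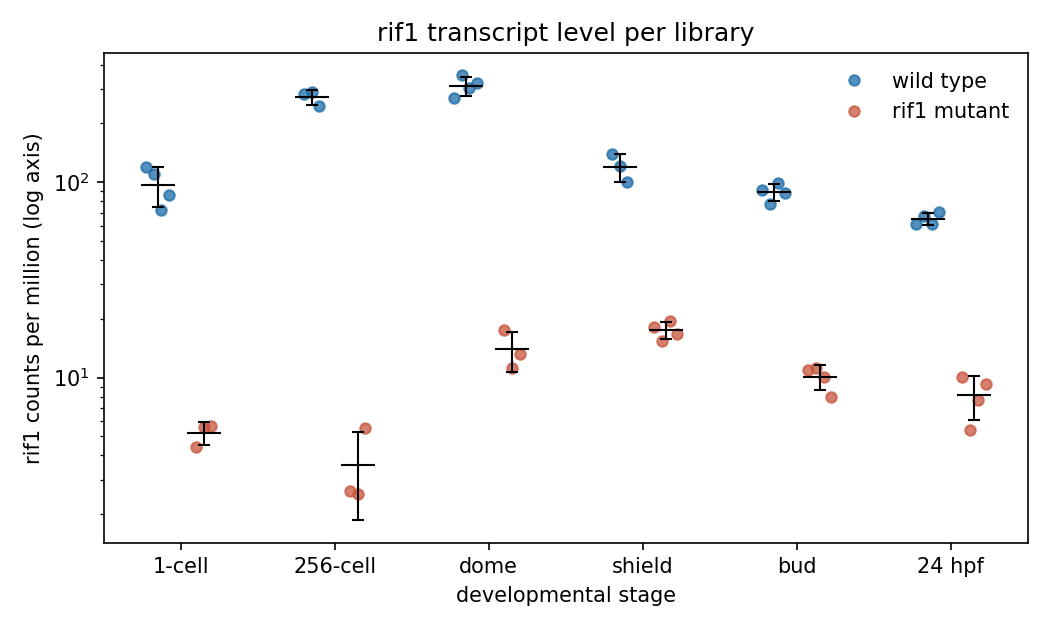
rif1 level in CPM (log axis) in each library, by stage; points are libraries, blue for wild type and red for rif1 mutant, and black marks are group means with SD. Every mutant library lies below every wild-type library of its stage, with group means of 3.56 to 17.5 in mutants and 64.9 to 312 in wild type.

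The size of the rif1 difference was itself tested between neighbouring stages, as the interaction of genotype and stage in edgeR's quasi-likelihood model. The log2 difference grew by -2.03 (SE 0.35, adjusted p 0.000557) from the 1-cell stage to 256-cell, and shrank by 1.78 (SE 0.28, adjusted p 7.47e-05) from 256-cell to dome and by 1.69 (SE 0.24, adjusted p 1.03e-05) from dome to shield. From shield to bud (-0.33, SE 0.25, adjusted p 0.592) and from bud to 24 hpf (0.15, SE 0.25, adjusted p 0.861) the change did not pass the threshold.

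The course of wild-type development gave the scale against which genotype effects were set. Between neighbouring wild-type stages, edgeR called 5857 of 11905 genes from 1-cell to 256-cell (2871 higher and 2986 lower at the later stage), 5081 of 11721 from 256-cell to dome (2634 and 2447), 6192 of 11708 from dome to shield (3051 and 3141), 5751 of 11378 from shield to bud (2992 and 2759) and 7398 of 12323 from bud to 24 hpf (4237 and 3161). Genes that also changed by at least 1 log2 unit numbered 3620, 2882, 4500, 3909 and 4971. The choice of scaling moved the direction of these calls most. With libraries scaled by their totals alone, the calls were 2035 higher and 2911 lower from 256-cell to dome, and 2018 higher and 4678 lower from dome to shield. They were 3302 and 2617 from 1-cell to 256-cell, 2723 and 3110 from shield to bud, and 3681 and 3967 from bud to 24 hpf. The majority direction was reversed in each of these last transitions and from 256-cell to dome, and was kept from dome to shield. That scaling shifted the median of all genes by 0.12, -0.17, -0.47, -0.11 and -0.21 log2 units in the 5 transitions, so directions are relative to the typical gene. The 1-cell libraries carry a numbering of their own in the labels. If it marks a library batch, batch and stage cannot be told apart between 1-cell and 256-cell, where each batch would hold a single stage.

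Single transcripts changed by large factors in polyadenylated RNA along this course. A change in the amount of a transcript cannot be told apart here from a change of its poly(A) tail. The same limit holds for the changes of rif1 between stages. tpma (ENSDARG00000033683) had no count in the 4 wild-type 1-cell libraries and reached 591 ± 53.2 CPM (n = 3) at 256-cell, at least 2222-fold higher. Over the same interval cyt1 (ENSDARG00000092947) became at least 26.2-fold higher and snora81 (ENSDARG00000083986) at least 31.9-fold lower. The bound for cyt1 uses the mean of uneven 256-cell libraries, with 12.6, 6.95 and 1.37 CPM. From 256-cell to dome, znf1125 (ENSDARG00000098758) went from 0 to 604 ± 190 CPM (n = 4), at least 1438-fold higher, znf1126 (ENSDARG00000103458) became at least 267-fold higher, and dck (ENSDARG00000044807) fell from 107 ± 11.2 to 2.32 ± 1.74 CPM (log2 fold change -5.51, SE 0.40, edgeR adjusted p 1.37e-08). From dome to shield her1 (ENSDARG00000014722) rose from 0 to 35.5 ± 11.2 CPM (n = 3), at least 77.5-fold, whereas cdr2a (ENSDARG00000035952) became at least 25.9-fold lower. At bud arl3l2 (ENSDARG00000015404) was at least 91.7-fold and hjv (ENSDARG00000030494) at least 58.7-fold higher than at shield, while isg15 (ENSDARG00000086374) was at least 41.3-fold and gcnt7 (ENSDARG00000040608) at least 26.2-fold lower. From bud to 24 hpf, seraf (ENSDARG00000103443) rose from 0 to 159 ± 11.6 CPM (n = 4), at least 409-fold, and ldb3b (ENSDARG00000099974) rose at least 303-fold; znfl1l (ENSDARG00000094197) and pnhd (ENSDARG00000039070) were at least 52.96-fold and 158-fold lower.

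To ask how loss of rif1 altered gene expression through early development, mutant and wild-type libraries were compared within each stage. The labels do not name the parents. Effects of the mother's genotype, of the embryo's genotype and of the line background therefore cannot be told apart after the 1-cell stage. The 1-cell libraries, from 0 to 0.5 hours after fertilisation, are read here as RNA deposited in the egg. Mutant rif1 was already at 5.37% of wild type in them, which argues against the embryo's own genotype as the source of that loss. Mother and line cannot be told apart at 1-cell either. At the 1-cell stage 1232 of 12109 genes were called, 623 higher and 609 lower in mutants, which was 10.2% of the genes tested. The 256-cell stage gave 1499 of 11137 (752 higher, 747 lower; 13.5%) and dome gave the largest number, 1979 of 11634 (980 higher, 999 lower; 17.01%). Shield gave 1049 of 10751 (505 higher, 544 lower; 9.76%), bud 584 of 10605 (256 higher, 328 lower; 5.51%) and 24 hpf 1082 of 12536 (545 higher, 537 lower; 8.63%). The calls that also reached 1 log2 unit numbered 622, 670, 832, 446, 256 and 321 from the 1-cell stage to 24 hpf.

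**Figure D2:**
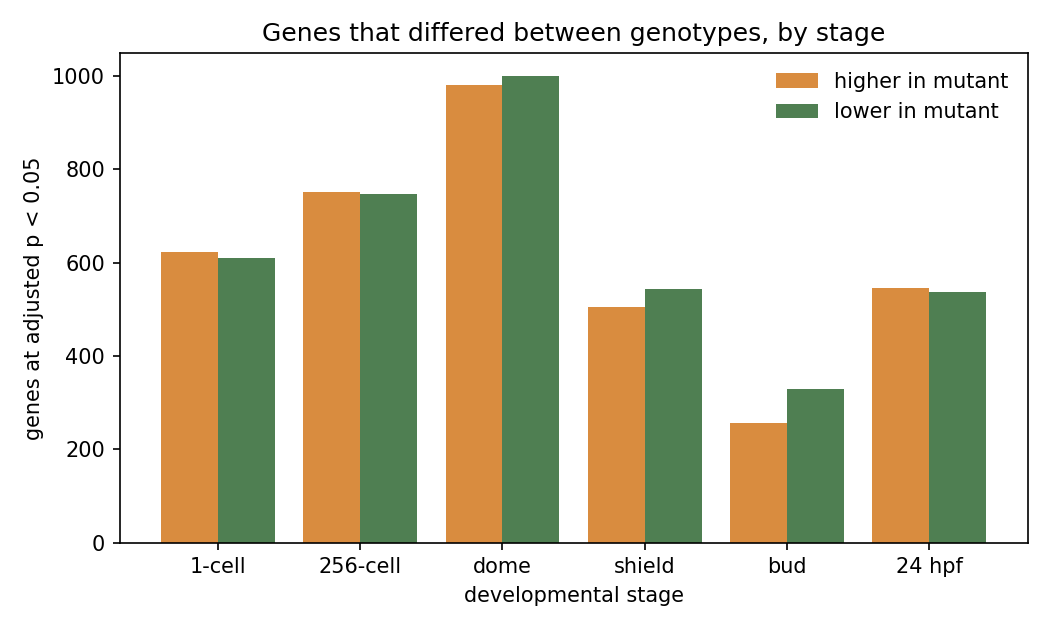
Number of genes at an adjusted p-value under 0.05 in mutant against wild type at each stage (edgeR); bars split the calls into genes higher (orange) and lower (green) in mutants. The number peaks at dome, with 980 higher and 999 lower, and is smallest at bud, with 256 and 328.

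The alternative that moved these counts most was one fit of all 12 groups, which gave 261 in place of 1082 genes at 24 hpf and 725 in place of 1499 at 256-cell. Scaling by library totals alone left the numbers within 1.5 times but moved the split of higher and lower calls to 772 and 446 at the 1-cell stage, 401 and 662 at shield, and 409 and 700 at 24 hpf, while moving the median gene by no more than 0.0748 log2 units. In the fit of all 12 groups the splits at these stages were 509 and 803, 375 and 873, and 91 and 170. Single libraries also weighed on the counts. Leaving out mutant replicate 1 at the 1-cell stage gave 466 genes, and leaving out wild-type replicate 1, 2 or 4 gave 652, 660 or 647. At shield the count was 622 without wild-type replicate 1 and 606 without replicate 4. At bud it was 381 without wild-type replicate 1, 360 without replicate 3 and 381 without replicate 4.

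Among the genes with the largest differences, many were near absence in one genotype. At the 1-cell stage ric3 (ENSDARG00000105549) had no count in wild type and 10.3 ± 4.22 CPM (n = 3) in mutants, at least 38.5-fold higher, followed by panx3 (ENSDARG00000004627; at least 28.8-fold) and gsta.2 (ENSDARG00000039832; at least 22.2-fold). There plekhd1 (ENSDARG00000091349) fell from 25.3 ± 8.45 (n = 4) to 0.0385 CPM, at least 68.7-fold lower, and b3galt11 (ENSDARG00000114948) was at least 38.01-fold lower. At 256-cell, tmem94 (ENSDARG00000074506) was at 39.4 ± 10.8 CPM (n = 3) in wild type and without a count in mutants, at least 90.7-fold lower, while bet1l (ENSDARG00000032037) and arhgef15b (ENSDARG00000061844) were at least 114-fold and 96.4-fold lower. Higher at this stage were dytn (ENSDARG00000071025; at least 18.6-fold) and ch25hl2 (ENSDARG00000038728; at least 12.8-fold), the latter with an edgeR adjusted p of 0.0523 in the fit of all 12 groups. At dome hmgxb3 (ENSDARG00000077823; 12.99 ± 2.16 CPM in wild type, n = 4), chrna11 (ENSDARG00000037427) and unc119 (ENSDARG00000034453) had no count in mutants, which made them at least 25.98-fold, 15.7-fold and 14.3-fold lower, and grhprb (ENSDARG00000019986) was at least 13.01-fold higher. The entry ENSDARG00000020711, which shares its symbol (rrm2) with another entry and is therefore uncertain, was at least 185-fold higher at 256-cell and at least 87.8-fold higher at shield. Similarly uncertain are 3 entries with shared symbols. ENSDARG00000111044 (metazoa_srp) was at least 14.4-fold lower at the 1-cell stage, with an edgeR adjusted p of 0.0602 in the fit of all 12 groups. At dome, ENSDARG00000039522 (tubb2b; log2 fold change 5.11, SE 1.32) and ENSDARG00000037403 (hspa8; 4.57, SE 1.26) were higher. The first lost its call without mutant replicate 3 (edgeR adjusted p 0.110) and the second without mutant replicate 2 or 3 (adjusted p up to 0.0722).

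At shield, ctsb (ENSDARG00000055120) was at 447 ± 47.4 CPM (n = 3) in wild type and 0.224 ± 0.192 (n = 4) in mutants, at least 1001-fold lower, and epcam (ENSDARG00000040534) fell from 1969 ± 96.0 to 50.5 ± 12.4 CPM (log2 fold change -5.28, SE 0.15, edgeR adjusted p 2.51e-14). ago3 (ENSDARG00000063079) was at least 12.7-fold lower, and csrp3 (ENSDARG00000101706) and jph3a (ENSDARG00000059534) at least 19.2-fold and 16.7-fold higher. At bud, iglon5 (ENSDARG00000022176) was at least 36.5-fold higher and uqcrc2a (ENSDARG00000014794) higher by 4.61 log2 units (SE 0.72, edgeR adjusted p 0.000266); ENSDARG00000061585, with the shared symbol cyp4v2, was at least 19.6-fold higher. capn8 (ENSDARG00000055715), capn2l (ENSDARG00000034211) and b3galt11 (ENSDARG00000114948) were at least 33.8-fold, 33.4-fold and 19.2-fold lower in bud mutants. At 24 hpf capn2l went from 12.2 ± 3.65 CPM (n = 4) to no count, at least 39.04-fold lower, ctsb from 70.8 ± 24.1 to 0.314 ± 0.253 CPM (log2 fold change -7.73, SE 0.39, edgeR adjusted p 1.51e-11) and pkp2 (ENSDARG00000023026) from 8.45 ± 2.89 to 0.241 ± 0.482 CPM. The largest rises at 24 hpf, of 2.46 log2 units for tmem123 (ENSDARG00000095674), 2.46 for fkbp16 (ENSDARG00000001976) and 2.21 for atoh7 (ENSDARG00000069552), lost their calls in the fit of all 12 groups, with edgeR adjusted p-values of 0.572, 0.368 and 0.564.

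Whether the genotype effect itself changed between neighbouring stages was tested gene by gene. edgeR called 898 of 13055 genes from 1-cell to 256-cell (497 with a higher and 401 with a lower mutant effect at the later stage), 904 of 13034 from 256-cell to dome (397 and 507), 892 of 13053 from dome to shield (262 and 630), 338 of 12715 from shield to bud (155 and 183) and 398 of 13659 from bud to 24 hpf (226 and 172). The first splits depended on the scaling. With RLE size factors they were 435 and 443 from 1-cell to 256-cell and 465 and 481 from 256-cell to dome. From dome to shield the direction was kept, with 290 and 549. Again single libraries mattered: the first count was 502 without wild-type 256-cell replicate 3, 576 without wild-type 256-cell replicate 2 and 547 without mutant 256-cell replicate 3. The count from shield to bud was 211 without wild-type shield replicate 4, and that from bud to 24 hpf 265 without wild-type 24 hpf replicate 4. The smallest p-values belonged to arhgef15b and tmem94 in the first transition. At the 1-cell stage arhgef15b averaged 157.5 CPM in wild type and 102.5 in mutants (log2 fold change -0.62, edgeR adjusted p 0.0870) and tmem94 averaged 4.53 and 10.6 CPM (1.22, adjusted p 0.0585), against the losses at 256-cell given above. Next were 2 entries with shared symbols from 256-cell to dome, ENSDARG00000045297 (phb2; 5.50 log2 units, SE 0.34) and ENSDARG00000056725 (hmgb3; 3.72, SE 0.24), which are uncertain. From dome to shield they were ctsb, which went from 447 ± 45.4 CPM (n = 3) to 0.224 in mutants while rising from 174 ± 47.5 (n = 4) to 447 in wild type, and the shared-symbol entry ENSDARG00000058734 (prdx1; -3.52, SE 0.24). epcam led the last pair of transitions, with 4.43 log2 units (SE 0.20, edgeR adjusted p 2.01e-14) from shield to bud and -3.34 (SE 0.19, adjusted p 1.32e-11) from bud to 24 hpf. The other genes were s100a1 (ENSDARG00000015543; 1.72, SE 0.14) from shield to bud and the shared-symbol entry ENSDARG00000051939 (pc; 2.83, SE 0.23) from bud to 24 hpf.

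The position of the mutants along the wild-type course was examined with gene sets defined from wild-type libraries of the flanking stages, so that no library served both in the definition and in the test. At dome, the 1739 tested genes that rise from 256-cell to shield had a median log2 fold change of 0.51 in mutants and 78.6% of them were higher (limma's camera, p 5.78e-21), while the 1928 falling genes had a median of -0.49 with 77.9% lower (camera p 2.57e-11). At shield, the 1683 genes that rise from dome to bud had a median of 0.23 with 66.3% higher (camera p 3.91e-07), and the 1608 falling genes a median of -0.56 with 77.2% lower (camera p 1.36e-10). camera assumed a preset correlation between genes. All 4 calls held under limma's fry (p 0.000746, 0.00323, 0.00296 and 1.02e-05) and with the correlation estimated from the data (camera p 0.00682, 0.0207, 0.00570 and 0.000155). Defining the sets at 1 in place of 2 log2 units moved the medians most, to 0.34, -0.37, 0.16 and -0.36. Camera p-values along this axis were also small for other splits of the libraries. With the real split included, 2, 3, 2 and 1 of the 35 splits gave a p as small as the real one. For falling genes at shield no other split did.

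A developmental index placed each library between the wild-type means of the stage before (0) and the stage after (1). At dome it averaged 0.477 ± 0.0260 (n = 4) in wild type and 0.608 ± 0.00433 (n = 3) in mutants, a difference of 0.131, with the highest wild-type library at 0.516 and the lowest mutant library at 0.604. The two-sided exact permutation p was 0.0571 (Benjamini-Hochberg 0.114 over 4 stages). This is the smallest value that a doubled one-sided share can reach with these group sizes, so the test in this form cannot pass the threshold. At shield the values were 0.465 ± 0.0113 (n = 3) and 0.552 ± 0.00695 (n = 4), a difference of 0.0874, again without overlap and with an exact permutation p of 0.0571. At 256-cell the index was 0.351 ± 0.0143 (n = 3) against 0.360 ± 0.0233 (n = 3; exact permutation p 0.7, smallest possible 0.1). At bud it was 0.388 ± 0.00750 (n = 4) against 0.386 ± 0.00784 (n = 4; exact permutation p 0.6, smallest possible 0.0286). The difference between genotypes lay within the replicate spread at these last stages. Leaving out wild-type dome replicate 2 moved the dome difference most, to 0.144, and scaling by library totals alone moved the shield difference most, to 0.0972.

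**Figure D3:**
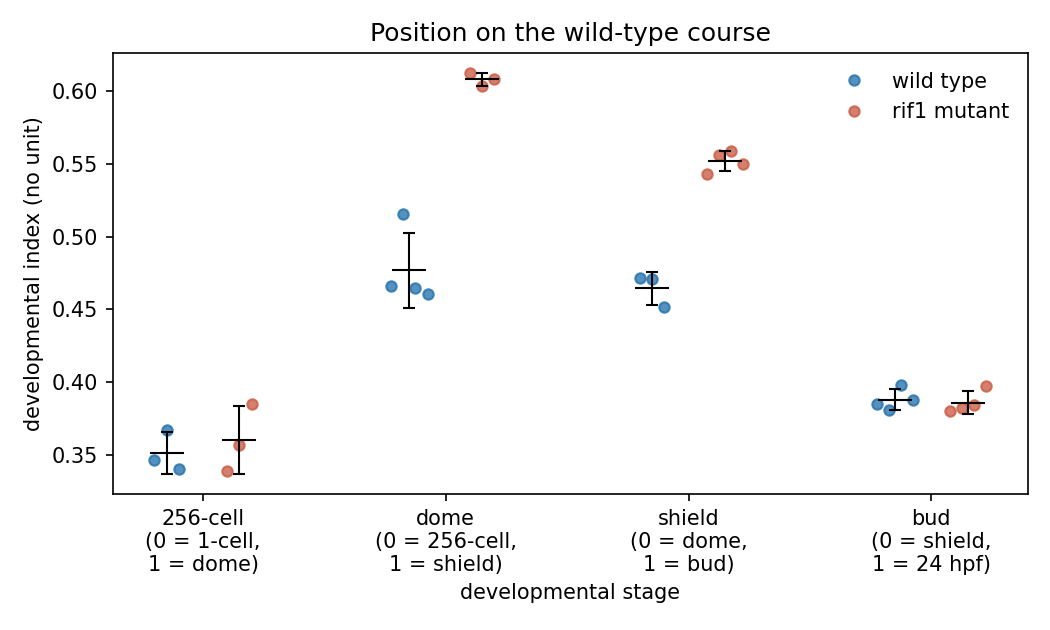
Developmental index of each library (no unit; 0 is the wild-type mean of the preceding stage and 1 that of the following stage), by stage; points are libraries, blue for wild type and red for mutant, with black marks for mean and SD. Mutant libraries lie above all wild-type libraries at dome (from 0.604, against at most 0.516) and shield (from 0.543, against at most 0.471) and overlap with them at 256-cell and bud.

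The overlap of calls between stages was then counted, with no library shared between stages. Of 5089 genes called at any stage, 1278 were called in the same direction at 2 or more stages, against a mean of 714 and a maximum of 806 in 10000 random draws that kept the number of calls per stage and direction (permutation p 1e-04, the smallest they can give). The count was 423 when each call also had to reach 1 log2 unit. At 3 or more stages 362 genes were called in the same direction, and 537 genes were called in opposite directions at different stages. Of the genes called at a pair of stages, between 80.5% and 81.5% changed in the same direction for the neighbours 1-cell and 256-cell, 256-cell and dome, and dome and shield. For shield and bud, shield and 24 hpf, and bud and 24 hpf the shares were 87.3%, 87.9% and 83.9%. Over the other pairs they ran from 48.3% for 1-cell and 24 hpf, 52.8% for dome and 24 hpf and 59.6% for dome and bud to 77.6% for 256-cell and shield, and did not fall evenly with distance: 256-cell and 24 hpf gave 70.2% and 1-cell and bud 71.9%.

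**Figure D4:**
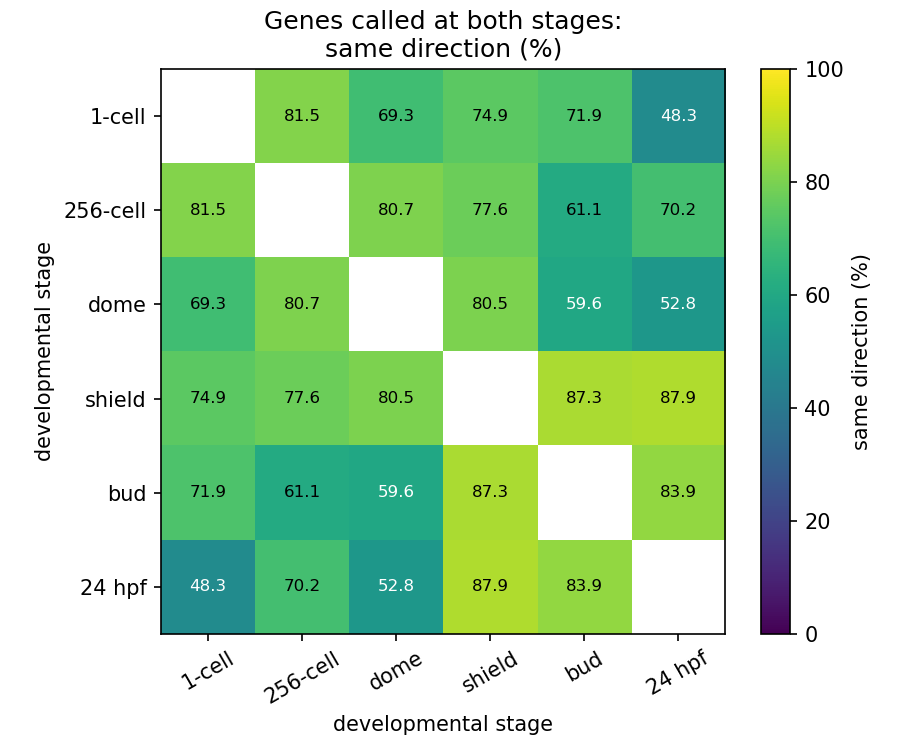
Percent of the genes called in mutants at both stages of a pair that changed in the same direction at both (colour and printed value); both axes list the 6 stages. The shares run from 48.3% for 1-cell and 24 hpf to 87.9% for shield and 24 hpf.

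Lower in mutants at all 6 stages were rif1 and 5 further genes. The log2 fold changes ran from -6.24 to -3.70 for spint1b (ENSDARG00000012467), -3.31 to -1.33 for pmaip1 (ENSDARG00000089307), -2.86 to -1.25 for txnl1 (ENSDARG00000011921) and -2.41 to -0.97 for ppp1r7 (ENSDARG00000009740); the largest edgeR adjusted p over the 6 separate fits was 0.00570, 0.00963, 7.24e-05 and 0.000404. The fifth was ENSDARG00000110346, which has no symbol (-1.90 to -0.52). The 2 genes higher at all 6 stages were mdh1 (ENSDARG00000017772; 0.29 to 0.83) and ENSDARG00000102909 (0.24 to 0.68). These last 3 were named after their values were seen, and their calls were fragile. Each lost its call at 2 or more stages when 1 library was left out, with edgeR adjusted p-values up to 0.160 for mdh1 at shield, 0.130 for ENSDARG00000102909 at 1-cell and 0.0889 for ENSDARG00000110346 at 1-cell.

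Homozygous mutants also share the chromosome segment around the mutation, so the repeated calls were compared on and off the chromosome of rif1, with rif1 itself left out. Of 383 genes tested at 2 or more stages on that chromosome, 28 (7.31%) were called in the same direction at 2 or more stages, against 1133 of 11855 (9.56%) elsewhere, an odds ratio of 0.746 (95% confidence interval 0.487 to 1.10; two-sided Fisher's exact p 0.156). With DESeq2 calls the odds ratio was 0.656 (Fisher's exact p 0.0222; p from 0.0222 to 0.697 over the alternatives), also below 1.

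The 3 lists of genes fixed in advance addressed a response to DNA damage, the replication machinery and early zygotic transcription. Over all genes tested, 10.8% of the pairs of gene and stage were called. On the 3 lists, in this order, the shares were 21.1%, 12.2% and 19.4%. Of 18 p53-related genes, 14 were found, and of their 57 pairs of gene and stage 14 were called when adjusted over the list alone (9 higher, 5 lower) and 12 over all genes tested. The changes went both ways, but the lower calls were of ccng1 and sesn1 alone. ccng1 (ENSDARG00000076667) was lower at shield (-0.67, SE 0.09, edgeR adjusted p 3.59e-05). It was also called lower at 1-cell (-0.99, SE 0.19), 256-cell (-0.42, SE 0.09) and dome (-0.39, SE 0.09). sesn1 (ENSDARG00000020693) was lower at 24 hpf (-0.53, SE 0.16) but higher at 1-cell (0.76, SE 0.23, edgeR adjusted p 0.0479). That 1-cell result was added after its values were seen. Higher were ddb2 (ENSDARG00000041140) at 256-cell (0.78, SE 0.14, edgeR adjusted p 0.000357), and sesn3 (ENSDARG00000015822, 1.01, SE 0.22) and phlda3 (ENSDARG00000037804, 1.27, SE 0.31) at dome. At dome 3 genes of this list were higher and 1 lower over all genes tested. In the fit of all 12 groups sesn1 lost both calls (edgeR adjusted p 0.599 at 24 hpf and 0.202 at 1-cell) and phlda3 its call (0.165). When a library was left out, sesn1 lost its call in 5 of the 8 fits at 24 hpf and in all 7 at 1-cell, and phlda3 without mutant dome replicate 1 (adjusted p 0.113).

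Of 36 replication genes, 34 were found, and 24 of 188 pairs were called adjusted over the list alone (11 higher, 13 lower) and 23 over all genes tested. mcm5 (ENSDARG00000019507) was lower at 256-cell (-1.17, SE 0.12, edgeR adjusted p 1.54e-07), and cdt1 (ENSDARG00000051854; -0.91, SE 0.11) and orc6 (ENSDARG00000075682; -0.48, SE 0.10) at dome, where mcm3 (ENSDARG00000024204) was higher (1.36, SE 0.20, adjusted p 1.42e-05). cdt1 was also called lower at 1-cell (-1.17, SE 0.21), 256-cell (-0.34, SE 0.11) and shield (-0.64, SE 0.10), and was lower without a call at bud and 24 hpf. pcna (ENSDARG00000054155) was higher at shield (0.40, SE 0.07, edgeR adjusted p 0.000505). Of 50 early zygotic genes, 43 were found, and 42 of 160 pairs were called adjusted over the list alone (28 higher, 14 lower) and 31 over all genes tested (21 higher, 10 lower). At dome 13 were higher and 3 lower over all genes tested, among them krt4 (ENSDARG00000017624; 249 ± 31.1 CPM in wild type, n = 4, against 509 ± 17.4, n = 3; log2 fold change 1.03, SE 0.11) and isg15 (ENSDARG00000086374; 1.97, SE 0.25), whose edgeR adjusted p was 0.0602 and 0.0512 in the fit of all 12 groups. sox3 (ENSDARG00000053569) was higher at 256-cell (2.51 ± 0.705 against 20.9 ± 1.28 CPM, n = 3 each; 3.05, SE 0.41, edgeR adjusted p 1.12e-05), nnr (ENSDARG00000058917) was lower at shield (-1.05, SE 0.12) and cldne (ENSDARG00000043128) higher at 24 hpf (1.25, SE 0.18).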

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

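In this part, the tests of a later collection time were chosen only after the index values had been seen.

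The genotype effect differed between neighbouring stages for many genes, by the interaction test of each gene: 898 genes from 1-cell to 256-cell, 904 from 256-cell to dome, 892 from dome to shield, 338 from shield to bud and 398 from bud to 24 hpf. A random assignment of libraries was examined with 60 regroupings of the genotypes within stages, the real one included. From 1-cell to 256-cell, dome to shield and bud to 24 hpf, 1 of the 60 gave as many genes, with 515, 387 and 146 as the highest count of any other regrouping. From 256-cell to dome and from shield to bud, 2 of the 60 did, with 1267 and 353 as the highest other counts. Each is a share under 0.05 of the 60, which argues against a random assignment as the source of the 5 counts. For 256-cell to dome and shield to bud the argument is weaker, since another of the sampled regroupings gave more genes than the real one. A regrouping that keeps the genotypes of one stage and mixes those of the other still holds the first stage's whole genotype effect, so high counts among the others are built into this test. From 1-cell to 256-cell a possible library batch, which the restarting numbers of the 1-cell libraries could mark, cannot be told apart from stage. It would enter the interaction only if it acted on the genotypes unequally. A stage-specific effect of rif1 loss, and differences between the parents of the clutches, stay open as untested explanations.

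The index difference between genotypes changed by 0.122 from 256-cell to dome (exact permutation p 0.04 over 700 regroupings, Benjamini-Hochberg 0.06 over 3 tests) and by -0.0895 from shield to bud (exact permutation p 0.0171 over 2450 regroupings, Benjamini-Hochberg 0.0514). Neither passes after adjustment in this form of the test, which doubles the one-sided share. From dome to shield it changed by -0.0441 (exact permutation p 0.562). All 3 mutant libraries at dome and all 4 at shield lay above every wild-type library of their stage.

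Several technical explanations for the higher mutant index at dome and shield were tested. With every dome library thinned to the lowest total, 5211421 counts, the difference at dome was 0.132, so depth is not the source. Without genes on the chromosome of rif1 it was 0.131, so the difference does not rest on linked genes themselves. A variant on the haplotype around the mutation that acts on genes elsewhere would leave this value unchanged. The haplotype is thus not excluded by it. If a smaller maternal pool raised all zygotic transcripts alike, the rising genes would shift together without a steeper slope. Their slope with a free intercept was 0.669 ± 0.0315 (n = 4) in wild type and 0.773 ± 0.00731 (n = 3) in mutants at dome, a difference of 0.104 over 4341 genes. A gene that rises by only 1 log2 unit can already hold maternal RNA at 256-cell, and would then be raised less than the others. A steeper slope could thus also come from a smaller maternal pool, so this value does not decide. A lower deposit of the falling transcripts in the egg is argued against, for polyadenylated RNA only, by the 1-cell stage. There the falling genes had a median log2 fold change of -0.062, against -0.49 at dome. Collection of mutant clutches later by the same time at every stage would give an equal shift in hours. For 256-cell, dome, shield and bud, index differences were multiplied by the nominal 4, 4, 6 and 18 h between the flanking stages. This linear scale assumes that the index runs evenly with time, which was not calibrated. On it the differences were 0.0363 h at 256-cell, 0.526 h at dome, 0.525 h at shield and -0.0376 h at bud. The wild-type SD at bud was 0.135 h, so an equal delay is argued against under this assumption.

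A later collection of mutant clutches at dome and shield only, by 0.525 h at shield on the linear scale, cannot be told apart from a faster passage along the wild-type course. The stage of each pool was judged by eye and no table holds an independent measure of its age. The labels place dome at 4 to 4.5 hours after fertilisation, so the 0.526 h at dome is close to the width of that window. A candidate explanation for the index is thus either a staging difference confined to these stages or an earlier turnover from maternal to zygotic transcripts in rif1 mutants, and the data leave both open.

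Of 62 groups of 4 libraries examined for a library far from the others, 4 had one, where about 1 in 20, or 3.1, would be found by chance. The wild-type dome replicate 2 had an index of 0.516, with the others from 0.460 to 0.466. Depth is argued against as its source, since its total of 6513510 counts lies within the 6273139 to 7135949 of the others, and its 14450 detected genes within 13640 to 15021. A pool collected slightly later might give this value, which was not tested. Without this library the dome difference was 0.144.

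The other 3 such values concern single genes, and the first 2 rest on few counts. ENSDARG00000039522 had 0.619 CPM, or 4 counts, in wild-type dome replicate 3 and no count in the others. pkp2 had 0.964 CPM, or 9 counts, in mutant 24 hpf replicate 3 and no count in the others. chrna11 had 10.6 CPM in wild-type dome replicate 2 and 6.65 to 7.17 in the others (43 to 69 counts over the 4 libraries). At 4 in 62 these are near the number chance gives, and no explanation was tested for them, biological ones included.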

How the results depend on the processing

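No result past its threshold changed direction under any alternative that was run. The index differences at 256-cell and bud, which lie within the replicate spread, ran from -0.00338 to 0.0198 and from -0.00592 to 0.00136 when single libraries were left out, and reversed without mutant 256-cell replicate 3 (-0.00338) and without wild-type bud replicate 3 (0.00136). RLE size factors (26 results), library totals without scaling factors (28) and at least 10 counts in every library (12) left each comparison they were run for on its side of the threshold, or its count within 1.5 times. Library totals were not run for the interactions and moved the split of higher and lower calls as the report gives. Calls of single genes are counted at the end of this part. The comparison within 5 Mb of rif1 was not run, being void. The causes of the changes below were not tested, except where the number of libraries or genes fitted is the change itself.

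The DESeq2 Wald test called 1858 genes at the 1-cell stage in place of 1232, including 1225 of the same genes. It called 566 in place of 338 for the interaction from shield to bud, and 633 in place of 398 from bud to 24 hpf. With its calls the odds ratio on the chromosome of rif1 was 0.656 with a Fisher's exact p of 0.0222, where edgeR's calls gave 0.746 and 0.156; over the alternatives p ran from 0.0222 to 0.697. Without a filter on low counts the interaction from bud to 24 hpf gave 663. One fit of all 12 groups, which shares one estimate of spread over stages, called 725 genes at 256-cell in place of 1499 and 261 at 24 hpf in place of 1082, and 8 pairs in place of 14 on the p53 list. Requiring 1 log2 unit at each stage left 423 of the 1278 repeated genes.

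Replicate numbers are shared between genotypes, so a fit with a replicate block was also run. Same-numbered libraries did not deviate together: over 20 pairs the correlation of their deviations ran from -0.118 to 0.0612. The block gave 361 genes at bud, 221 for the interaction from shield to bud and 257 from bud to 24 hpf. It changed no other comparison by more than 1.5 times, and for single genes 7 calls were lost, among them spint1b at dome (edgeR adjusted p 0.167, from 1.38e-10 to 0.167 over its alternatives), which is not read as a weaker effect because the numbers do not pair the libraries.

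Leaving out each library in turn gave from 466 to 1390 genes at the 1-cell stage, lowest without mutant replicate 1, from 606 to 1136 at shield, lowest without wild-type replicate 4, and from 360 to 621 at bud, lowest without wild-type replicate 3. The interactions ran from 502 to 1156 for 1-cell to 256-cell, lowest without wild-type 256-cell replicate 3, from 211 to 370 for shield to bud, lowest without wild-type shield replicate 4, and from 265 to 473 for bud to 24 hpf, lowest without wild-type 24 hpf replicate 4. The fits with 1 library fewer have less power by construction. The index difference stayed between 0.126 and 0.144 at dome and between 0.0809 and 0.0908 at shield, and its exact test cannot pass the threshold in any of these fits.

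For the genes named in the report, 42 calls were lost over the fits that left out a library, 13 in the fit of all 12 groups, and 1 each with library totals and without a filter; 0 reversed. Depth limits the folds of genes absent from one genotype, which are lower bounds against 3 counts.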

Other observations

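In this part, the tests on ctsb, the splits of the share along the wild-type course, the tests on entries that share a symbol and the comparison of on/off genes with other genes changed by at least 3 log2 units were chosen only after the results had been seen.

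Other splits of the same libraries were fitted for each comparison of genotypes. At the 1-cell stage, dome, shield, bud and 24 hpf, 1 of the 35 splits, the real one, gave as many genes at an adjusted p under 0.05, and the highest count of any other split was 255, 507, 23, 0 and 0. At 256-cell 1 of the 10 splits did and no other split called a gene, but 10 splits cannot give a share under 0.05. For the 5 transitions of wild type, 1 of the 35 splits in each gave as many genes. In the camera tests as small a p was given by 2 of the 35 splits for rising genes at dome, 3 for falling genes at dome and 2 for rising genes at shield, so a random grouping is not excluded for these 3 results, and by 1 of the 35 for falling genes at shield. The median camera p of the other splits was 1.38e-05, 0.000602, 0.0182 and 0.00616. Most of the other splits mix the genotypes unevenly and hold part of the genotype difference, so small p-values among them are built into this count.

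Calls at dome mostly went along the wild-type course. Of the 1979 calls there, 1369 were of genes that change between 256-cell and shield in wild type, and 1195 of these (87.3%) were shifted in the direction of wild-type development. At shield 512 of 649 (78.9%) were. The shares were 36.8% (248 of 673) at 256-cell and 48.3% (173 of 358) at bud. Across all genes tested, which are not independent replicates, the fold change at dome correlated with the wild-type change (Pearson's r 0.304, Spearman's rho 0.412). Of all 7340 tested genes that change along the course, called or not, 72.0% were shifted in its direction. Of the 35 splits of the dome libraries, 2 gave as high a share in one direction of the course, the real one included, with 72.7% as the highest other share, so a random grouping is not excluded for the share itself, although here too uneven splits hold part of the genotype difference. Many calls at dome may reflect the age of the embryos, real or apparent, rather than gene-specific effects, and 610 calls at dome were of genes outside this course. As for the index, a later collection at dome and shield only (0.525 h at shield on the linear scale) stays open beside an effect of rif1 loss.

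Some genes averaged at least 5 CPM in one genotype and had 3 or fewer counts in every library of the other. Presence in every library of the first genotype was not required, so the mean can rest on uneven libraries. There were 3 on only in mutants and 11 off in mutants at the 1-cell stage, 9 and 33 at 256-cell, 3 and 26 at dome, 7 and 9 at shield, 3 and 11 at bud, and 0 and 3 at 24 hpf. At dome 1 of the 35 splits gave as many, with 4 as the highest other number, which argues against a random grouping. If an allele fixed in one line were the source, such genes would recur in the same direction at other stages. Of 309 checks of 89 genes at another stage, 47.6% were called in the same direction (bootstrap over genes, 35.7 to 59.1%) and 3.88% in the opposite one. For other called genes the share was 15.1%, for those with at least 1 log2 unit 18.2% and for those with at least 3 log2 units 25.8%. A strain variant or haplotype is consistent with this, and so is a lasting effect of rif1 loss, which was not tested apart from it. Positions were known for only 56.2% of the genes, so whether they cluster was not examined. Reads moved between entries that share a symbol are argued against as the source of most cases. Of 118 cases 109 had a symbol, and 13 of these (11.9%) shared it with another entry, against 14.1% of the tested pairs of gene and stage with a symbol. For the 13 themselves the sum over the entries differed by less than 1 log2 unit in 6 (46.2%). In these the others are far higher, so moved reads cannot be told apart from a change of the gene. In the rest the other entries did not make up the difference. At 256-cell, pfkm (ENSDARG00000014179) went from 5.62 to 0 CPM and ank1 (ENSDARG00000074777) from 10.8 to 0.0497. Their other entries stayed at 0 and went from 0 to 0.213. At bud, cyp4v2 (ENSDARG00000061585) rose from 0.0296 to 7.47 CPM, with its other entry at 0 in both genotypes. Such values argue against moved reads for these entries. For abca4 (ENSDARG00000062661) at 256-cell the other entry fell from 1.67 to 0 as the entry rose to 6.71, so part may have moved. Reads moved between genes of different symbols were not tested.

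ctsb did not keep its loss through the stages. Mutant means were 0.650 CPM at 256-cell, 0.224 at shield, 0.966 at bud and 0.314 at 24 hpf, but 447 ± 45.4 (n = 3) at dome, above the wild-type 174 ± 47.5 (n = 4). The mutant 1-cell libraries held 7.40, 2.28 and 294 CPM, a ratio of 129 between the highest and the lowest, where wild type ranged from 49.9 to 494. Mislabelled dome libraries are argued against by rif1, which averaged 13.9 CPM in the mutant dome libraries and 312 in wild type. Parents that carry different alleles, so that clutches of one genotype differ, could give such a pattern. They cannot be told apart from an effect of stage, since the labels do not name parents and the ratio of 129 rests on 1 library. epcam also moved between stages, with mutant means of 1429 CPM at the 1-cell stage, 1939 at 256-cell, 148.5 at dome, 50.5 at shield, 330 at bud and 16.4 at 24 hpf, against 3271, 1519, 2477, 1969, 612 and 308 in wild type.

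Genes present at 10 CPM or more in one library of a group and at 3 or fewer counts in another also occurred within groups. They numbered 20, 10, 37, 33, 1 and 0 in the mutant groups from the 1-cell stage to 24 hpf, and 4, 7, 29, 1, 5 and 0 in the wild-type groups.

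Repeated calls were not concentrated on the chromosome of rif1 (odds ratio 0.746), which argues against changes in linked genes themselves as their main source. A variant on the haplotype carried with the mutation that acts on genes elsewhere was not tested. Reads lost at variants in the 3′ ends of linked genes would lower calls on the chromosome of rif1 more often. Of the repeated genes on that chromosome, 18 were lower and 9 higher, against 599 and 511 elsewhere (Fisher's exact p 0.241), a number too small to decide, so such losses could still affect single genes.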
